# *Clostridium acetobutylicum* grows vegetatively in a biofilm rich in heteropolysaccharides and cytoplasmic proteins

**DOI:** 10.1186/s13068-018-1316-4

**Published:** 2018-11-20

**Authors:** Dong Liu, Zhengjiao Yang, Yong Chen, Wei Zhuang, Huanqing Niu, Jinglan Wu, Hanjie Ying

**Keywords:** *Clostridium acetobutylicum*, Biofilm, Polysaccharide, Moonlighting protein, Sporulation

## Abstract

**Background:**

Biofilms are cell communities wherein cells are embedded in a self-produced extracellular polymeric substances (EPS). The biofilm of *Clostridium acetobutylicum* confers the cells superior phenotypes and has been extensively exploited to produce a variety of liquid biofuels and bulk chemicals. However, little has been known about the physiology of *C. acetobutylicum* in biofilm as well as the composition and biosynthesis of the EPS. Thus, this study is focused on revealing the cell physiology and EPS composition of *C. acetobutylicum* biofilm.

**Results:**

Here, we revealed a novel lifestyle of *C. acetobutylicum* in biofilm: elimination of sporulation and vegetative growth. Extracellular polymeric substances and wire-like structures were also observed in the biofilm. Furthermore, for the first time, the biofilm polysaccharides and proteins were isolated and characterized. The biofilm contained three heteropolysaccharides. The major fraction consisted of predominantly glucose, mannose and aminoglucose. Also, a great variety of proteins including many non-classically secreted proteins moonlighting as adhesins were found considerably present in the biofilm, with GroEL, a S-layer protein and rubrerythrin being the most abundant ones.

**Conclusions:**

This study evidenced that vegetative *C. acetobutylicum* cells rather than commonly assumed spore-forming cells were essentially the solvent-forming cells. The abundant non-classically secreted moonlighting proteins might be important for the biofilm formation. This study provides the first physiological and molecular insights into *C. acetobutylicum* biofilm which should be valuable for understanding and development of the biofilm-based processes.

**Electronic supplementary material:**

The online version of this article (10.1186/s13068-018-1316-4) contains supplementary material, which is available to authorized users.

## Background

Microbial cells could synthesize extracellular polymeric substances (EPS) to build biofilm communities with enhanced survival and metabolic capacities [1]. In natural settings, biofilms are commonly formed by cells attached to surfaces or interfaces, like the surfaces of water pipes, stones in a river, and indwelling devices in hospital patients. In laboratory, biofilms are usually attached to the inside wall of incubators, grown on agar plates or static liquid surfaces [2], and their formation could often be facilitated by solid carriers submerged in culture media, such as cotton fibre, plastic, stainless steel, glass or clay brick [3, 4]. Some nutritional factors were shown to be important for biofilm formation by some species. For some prokaryotes like *Staphylococcus aureus*, *Pseudomonas aeruginosa* and *P. fluorescens,* iron limitation repressed biofilm formation while high iron rescued biofilm formation [5, 6]. In *Escherichia coli*, *Salmonella* sp. and anaerobic sludge communities, low-nutrient media (e.g., glucose-minimum medium, minimum-salts medium, media with relatively less peptone or a high C/N ratio) appeared to favor EPS production and biofilm formation [7–9]. As a multicellular form of microbial life, biofilms could exhibit emergent properties that are quite distinct from those of free-living cells and have attracted increasing attention in biotechnological processes as well as in medical processes [1]. More and more biofilms are engineered as cell factories for biomanufacturing [10]. One canonical example is the biofilm of solventogenic *Clostridium acetobutylicum* which is an important industrial platform capable of producing a range of biofuels and bulk chemicals [11]. It was shown that butanol tolerance of *C. acetobutylicum* cells in biofilm was three orders of magnitude higher than that of planktonic cells under certain conditions [12]. Operated in a continuous mode, *Clostridium* biofilms increased the productivity by almost 50-fold [4, 13]. Enhanced metabolism of pentose as well as hexose and enhanced solvent biosynthesis were also extensively demonstrated for *C. acetobutylicum* biofilm [14–16].

In general, superior phenotypes (such as the improved tolerance and metabolic activities) of EPS-encased biofilm cells could be attributed to two aspects: genetic regulation and EPS architecture. Living together in biofilms, cells tend to exhibit a different pattern of gene expression. Some genes are repressed or activated, thus cellular structure and functions are modulated [17, 18]. On the other hand, highly hydrated EPS matrix can be a protective barrier and provides cells with a favourable microenvironment. EPS plays an important role in exclusion of toxic substances [17, 19]. It keeps cells in close proximity and enables the development of high-density cell communities with intense cell–cell communication and cooperation [19, 20]. EPS matrix also provides excellent conditions for retention of extracellular proteins, functioning as an enzyme reservoir for external processes [1].

However, so far little has been known about *C. acetobutylicum* biofilm. Despite the observation of *C. acetobutylicum* biofilm under various conditions, the underlying molecular basis and regulatory processes remain to be explored [21]. Deciphering the EPS matrix and cell physiology in the biofilm will be important for optimization and control of biofilm-based processes. Recently we reported the first transcriptomic study of *C. acetobutylicum* biofilm [22] and revealed that heterogeneity of *C. acetobutylicum* EPS conferred improved resistance to harsh environments [23]. In this study, we will further shed light on *C. acetobutylicum* biofilm by investigating the cell physiology and EPS composition in the biofilm.

## Methods

### Culture and medium

Cultures of *C. acetobutylicum* B3 (CGMCC 5234) were grown in modified P2 medium containing 10 g/L glucose as the sole carbohydrate source for seed culture. Fermentation experiments were performed anaerobically in 2-L stainless steel columns containing 1.5 L of P2 medium (glucose 60 g/L; K_2_HPO_4_ 0.5 g/L; KH_2_PO_4_ 0.5 g/L; CH_3_COONH_4_ 2.2 g/L; MgSO_4_·7H_2_O 0.2 g/L; MnSO_4_·H_2_O 0.01 g/L; NaCl 0.01 g/L; FeSO_4_·7H_2_O 0.01 g/L; *p*-aminobenzoic acid 1 mg/L; thiamine 1 mg/L; biotin 0.01 mg/L) at 37 °C with initial inoculum 10%(v/v). Cotton towel was used to facilitate the formation of biofilm and continuous culture was performed with broth replacement every 12 h, see our previous work for details [12, 22].

### Quantification of biofilm formation

Each piece of cotton towel (2 cm × 3 cm) with attached biofilm was taken from fermenters at predetermined time, immersed in 20 mL of 0.1 M NaOH (the mass of NaOH solute was calculated as* W*1) and vortexed to completely dissolve the biofilm. Then, the piece was removed and rinsed twice with a total of 40 mL of pure water. All the volumes were mixed together and the total volume was determined. Then, 3 mL of the mixture was dried and weighed to deduce the total dry weight (*W*2) of the mixture. Biofilm formation was quantified as (*W*2 − *W*1)/(2 cm × 3 cm).

### Transcriptomic analysis

To collect biofilm cells for transcriptomic analysis, pieces of cotton towel were harvested from the fermenter typically at 6 h after each broth replacement and rinsed twice with PBS buffer (137 mM NaCl, 2.7 mM KCl, 8 mM Na_2_HPO_4_ and 2 mM KH_2_PO_4_, pH 7.4, 4 °C) to remove contaminating planktonic cells. Then, the cotton towel was submerged in 15-mL PBS buffer and the biofilm was scraped off the cotton towel. The resulting suspension was centrifuged at 8000×*g* for 6 min at 4 °C to pellet the biofilm cells. All the cells were frozen immediately using liquid nitrogen and then stored at − 80 °C prior to RNA extraction. RNA extraction and transcription analysis were performed as previously described [22]. Resulting microarray data were uploaded to the Gene Expression Omnibus (GEO) database under Accession Number GSE72765. Hierarchical clustering was performed using R-software and clusters were visualized with Tree-view [22].

### Microscopy

Light microscopy was used for morphological observation. Each piece of cotton towel (approximately 2 cm × 3 cm) with attached biofilm was taken from fermenters at predetermined time points, immersed in 0.1 M NaOH at 4 °C for 10 min and vortexed to completely disperse cells within the biofilm. Then, 50 ul of suspension was transferred to a microscope slide and air-dried. Safranin O was used as a fluorescence dye that can be excited with green light [24]. It is well known for nuclear staining and was also reported to stain mucin, cartilage, starch and plant tissues [25]. In this study, it also differentially stained cells and endospores under light microscopy. Cells were stained with 0.5% safranin O for 30 s, washed gently with water and then air-dried for light microscopy. As the real production system with cotton towel as biofilm carrier was not suitable for detailed observation of the biofilm, fluorescence microscopy using microscope slides as biofilm carriers was used to observe the biofilm in detail. Microscope slides were immersed in 100-mL Duran bottles containing 50 mL of fermentation broth at the time of inoculation (10%, v/v). All the bottles were kept static in an anaerobic system (Whitley DG250 workstation, Don Whitley Scientific Limited, UK) at 37 °C. After predetermined time intervals, the slides were withdrawn from the bottles, rinsed twice with PBS buffer (pH 7.4), then air-dried in the anaerobic system. Samples were stained with 0.5% safranin O as described above before imaging in the green channel in a Leica DM2500 microscope.

### Extraction of polysaccharides and proteins from *C. acetobutylicum* biofilm

Various methods were tried to dissolve *C. acetobutylicum* biofilm, including EDTA treatment, hot water treatment, sonication and enzymatic digestion. Usually, these methods could physically or chemically dissolve biofilm matrixes and have been commonly investigated for EPS extraction [26]. However, none of these methods could effectively dissolve the *C. acetobutylicum* biofilm except using NaOH (Additional file 1: Figure S1). The supernatant proteins and polysaccharides extracted by NaOH were much more than those from other methods, while the DNA ratio which could be an indicator of cell lysis was adequately low (Additional file 1: Table S1). Biofilm attached on cotton towel was immersed in 0.1 M NaOH at 4 °C for 30 min. This would get the biofilm matrix dissolved completely and quickly. The suspension was then centrifuged (10,000*g*) at 4 °C for 10 min to pellet cells. To the supernatant containing soluble EPS, 1.5 volume of ethanol was added to precipitate polysaccharides. Precipitated polysaccharides were collected through centrifugation and the supernatant was adjusted to pH 4.2 and kept overnight at 4 °C to precipitate proteins. Interference of possible cell lysis on the process was excluded because cells were all apparently intact after the short treatment with NaOH as was confirmed by microscopy. Also, control experiments solely with an equal volume of *C. acetobutylicum* cells going through the same procedures did not yield apparent sediments.

### Isolation of polysaccharides

An aliquot of 0.5 g wet polysaccharide extract was dissolved in 35 mL of 0.1 M NaOH. The polysaccharide solution was filtered through a 0.45-µm membrane filter (Fisher Scientific). Polysaccharides were isolated with the Q-Sepharose fast flow (QFF) chromatography column (AKTA, GE Healthcare, USA), eluted with a step gradient of NaCl (dissolved in 0.1 M NaOH) in 0, 0.3, 0.4, 0.6, and 0.8 M steps, at a flow rate of 1.5 mL/min. Eluent was monitored at 280 nm and carbohydrate content of each fraction (200 µL) was determined according to the phenol–sulphuric acid method [27].

### Monosaccharide composition analysis

The 1-phenyl-3-methyl-5-pyrazolone (PMP) derivatization method [28] was used to analyze monosaccharide composition. Each polysaccharide (2 mg) was hydrolyzed with 2 M trifluoroacetic acid (TFA) at 105 °C for 3 h. TFA was evaporated by adding methanol under reduced pressure. The hydrolysis product was derivatized with PMP in 0.3 M NaOH for 1 h at 70 °C, and then neutralized with HCl. The derivatives were analyzed using a Thermo C18 column (250 mm × 4.6 mm) coupled to an Agilent HPLC–DAD at 245 nm, at a flow rate of 0.8 mL/min of mobile phase: phosphate buffer (0.1 mol/L, pH 7.0)/CH_3_CN = 83/17 (v/v). Monosaccharide composition and the molar ratio analysis were carried out by comparing the retention times and peak areas with those of monosaccharide standards.

### Mass spectrometric analysis of extracellular proteins

Proteins precipitated after the pH adjustment were sent to Shanghai Boyuan Biological Technology CO., LTD (Shanghai, China) for LC–MS/MS analysis. Proteins isolated by two-dimensional (2D) SDS-PAGE were analyzed using an ABI 4800 Plus MALDI TOF/TOF system (Life Technologies). Protein identification was performed using MASCOT 2.3 (http://www.matrixscience.com/, Matrix Science, UK) against the NCBI-*Clostridium acetobutylicum* database using a significance threshold of* p *< 0.05.

## Results

### Sporulation and morphological changes of biofilm cells

Biofilm formation by *C. acetobutylicum* in fermenters during continuous cultivation was quantified. Accumulation of biofilm was most apparent during day 3 and day 4. The biofilm could be built up with a maximum dry weight of 28 mg/cm^2^ on the surface of cotton towel (Fig. 1). It was found that during continuous cultivation of *C. acetobutylicum* biofilm, the cells eventually eliminated sporulation and displayed a vegetative growth. As shown in Fig. 2, swollen clostridial-form cells first appeared at 18 h. These cells are to be the mother cells for spores. With the sporulation, fore spores were formed at 30 h. The final mature spores were released and peaked at 42 h, after which they disappeared rapidly. By 102 h, spores could hardly be observed, leaving almost exclusively vegetative cells. At the same time, the vegetative cells underwent significant morphological changes: from short single cells to long-chain cells. The long chains of cells were observed from 66 h, apparent at 102 h, and predominantly present in the biofilm after 150 h with a length around 100 µm.

**Fig. 1:**
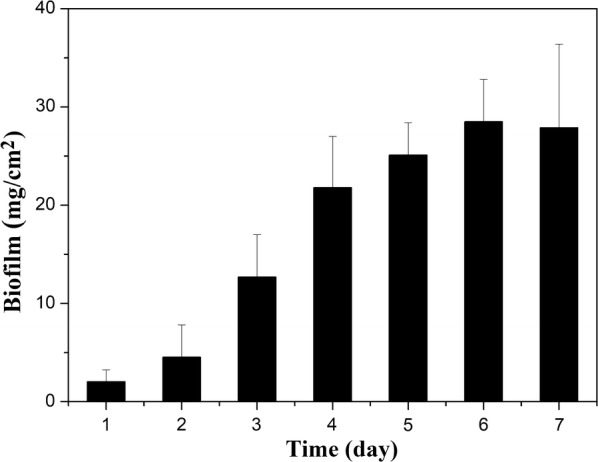
Amounts of biofilm accumulated on cotton towel over time

**Fig. 2:**
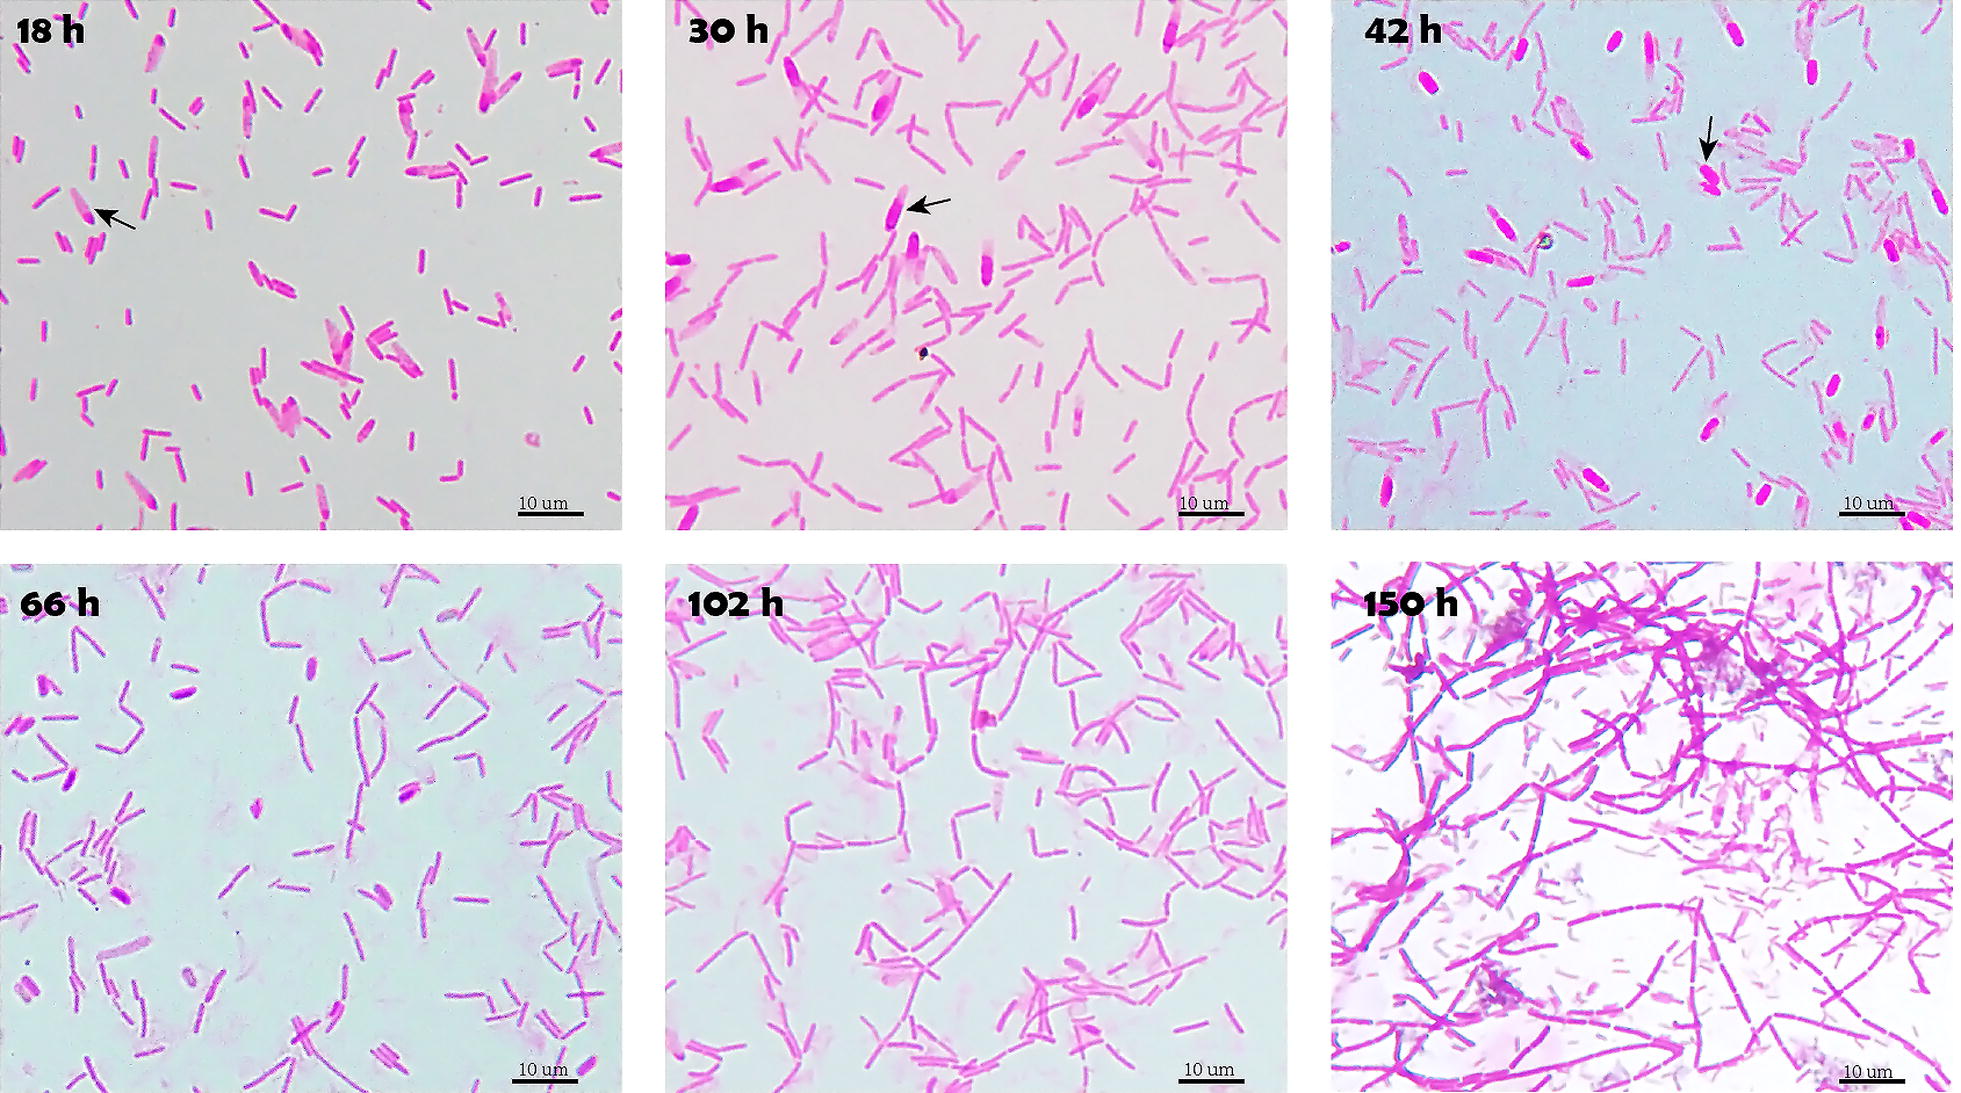
Elimination of sporulation and vegetative growth of *C. acetobutylicum* in the biofilm over time. The arrow indicates the clostridial-form cell (18 h), forespore (30 h) or free spore (42 h)

### Decreased expression of sporulation genes in biofilm cells

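Biofilm cells of C. acetobutylicum B3 were scraped from the cotton towel of a repeated-batch fermentation whose broth was replaced every 12 h, and their RNA was hybridised to 1-colour Agilent microarrays. In all, 8 samples were analysed, with 1 array per time point. Of these, 5 samples were taken 6 h after a broth replacement, at 18, 42, 66, 102 and 150 h of culture, the time points of Fig. 3. Another 3 samples were taken later in the batch of the 150 h sample, 12, 15 and 17 h after the last broth replacement, and the paper does not report on them. Hours of culture were counted from the batch number of each sample and the 12 h interval. The sample labels place 18, 42 and 66 h in a growth phase and 102 and 150 h in a mature phase. They describe the last 3 samples as an adverse condition at the end of fermentation, and these samples are called late here. Samples of a phase are successive samples and not replicate cultures, so a value at a single time point carries no error of its own. A test of 2 time points would have to borrow its spread from other samples, and none was run. The number of arrays limits the precision.
The authors deposited 1 table of log2 values for all 8 arrays, with 8141 probes and 60 control rows. The sorted values of any 2 of its columns differ by at most 0.00135, so the arrays were brought to 1 distribution (quantile normalization), and each column has a median of 4.89. Each of the 7 columns with a scanner file follows its own array (Spearman correlation across probes of at least 0.999, against at most 0.974 for any other column). The tool and its settings are not given in the sources used here. The 18 h array was used through this table alone. On the other 7 arrays, between 57.8% and 64.7% of the probes were well above background and no spot was saturated. Quantile normalization ranks the probes of each array, so a change shared by most genes would not be seen in these values.
Neither the table nor the scanner files pair the probes with the CA_C identifiers of Fig. 3. A gene tag is carried by 3599 probes, of which 3369 have tags of the SMB_G form and 11 of the CA_C form, with 1 probe per tag. Each of the 37 genes labelled in Fig. 3 was therefore assigned the probe whose 5 deposited values best followed the 5 colours drawn for it, after 1 smooth curve common to all genes had turned colours into log2 values. The 5 values of the assigned probes lay within 0.0454 of the drawn ones, while the closest other probe was off by at least 0.143. For the 4 cells drawn at full colour only a value below the drawn one counted as off. The same 37 probes were found with any 1 of the 5 time points left out. This is a match of values and not an annotation, and the method was settled after other ways of matching had been tried on the data. A probe found in this way has the direction drawn in Fig. 3 by construction, so the falls reported here give the deposited values behind that figure and are not independent evidence for it. For the same reason no test was run on these genes as a set.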

Inspired by the elimination of sporulation in the biofilm cells during long-term cultivation, expression of sporulation-related genes was investigated. In general, expression of the genes responsible for spore formation was apparently down-regulated in the biofilm over time (Fig. 3). 

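The probes matched to all 37 genes of Fig. 3 had lower values at 150 h than at 18 h, and 35 of them than at 42 h. Their falls ran from 2.40-fold for CA_C1696 to 153-fold for CA_C2365, with a median of 6.84-fold. The highest of the 5 values was that at 18 h for 36 of the 37 genes. The lowest was that at 150 h for 19 of them, and 18 fell at every step from 18 to 150 h. Between 18 and 42 h the median change was -0.96 on the log2 scale, between 42 and 66 h it was -1.16, between 66 and 102 h it was -0.39, and between 102 and 150 h it was -0.08. At 150 h, the probes of 2 of the 37 genes were not well above background, so their falls are lower bounds. Over the 3610 genes compared, the median change from 18 to 150 h was -0.11 on the log2 scale, 13.7% of the genes fell by at least 2-fold and 6.54% rose by at least 2-fold. For the 21 sporulation genes that the text names by identifier, the median change was -3.14, and it was the same with the 2 dim probes set at their bounds. The choice that moved this median most was the use of scanner values scaled to the 75th percentile, which begin at 42 h and gave -1.59 from 42 to 150 h. The deposited values gave -1.74 over the same window, so most of this move came from leaving out the 18 h array.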

Of the sporulation regulators in *C. acetobutylicum*, the gene encoding σ^K^ (*sig*K, CA_C1689) was downregulated over time by eightfold. 

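The probe matched to CA_C1689 carries the tag SMB_G1714, which the array's annotation places on the forward strand from position 1841416 to 1842120. The genome build of these positions is not given in the sources used here. Its log2 value was 9.88 at 18 h, 8.77 at 42 h, 7.30 at 66 h, 6.76 at 102 h and 6.79 at 150 h. The value at 18 h was thus 8.50-fold that at 150 h, and the fall took place before 102 h. Counted from 42 h in place of 18 h the fall was 3.94-fold. By deposited values it was the 64th largest fall among the 3610 genes compared. In the late samples the log2 value was 6.50 ± 0.0860 (SD, n = 3 successive samples).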

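Probes were matched to 9 genes of spore coat synthesis, namely CA_C0613, CA_C0614, CA_C1335, CA_C1337, CA_C1338, CA_C2908, CA_C2909, CA_C2910 and CA_C3317, where CA_C2908 to CA_C2910 are the genes that Fig. 3 labels. All 9 were highest at 18 h. From 18 to 150 h their values fell between 5.12-fold, for CA_C2910 (probe SMB_G2946), and 25.0-fold, for CA_C1337 (probe SMB_G1360), with a median of 10.3-fold. The median fall of the other 28 genes of Fig. 3 was 5.79-fold. Of the 9 largest falls in the deposited values among the 37 genes of Fig. 3, 6 were those of spore coat genes, and 0 of the 9 largest from 42 to 150 h. CA_C1337 went from a log2 value of 11.51 at 18 h to 8.28 at 42 h and 6.87 at 150 h, and CA_C1335 fell by 17.4-fold. The probe of CA_C3317 was not well above background at 150 h, and its fall was at least 13.7-fold. Most of the decline came early, with a median change of -1.91 on the log2 scale between 18 and 42 h and of -0.03 between 102 and 150 h. Counted from 42 h, the falls were between 2.03-fold and 3.35-fold, so the larger falls rest on the array at 18 h.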

The most down-regulated genes were those involved in spore coat synthesis (CA_C0613-0614, CA_C1335, CA_C1337-1338, CA_C2808-2910, CA_C3317), which decreased over time by 6- to 24-fold. 

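The 8 probes matched to CA_C2086 through CA_C2093 lie next to each other in the array's annotation, between positions 2188172 and 2193222. All 8 fell at every step from 18 to 150 h. The smallest fall over this time was 5.46-fold, for CA_C2092 (probe SMB_G2125), and the largest was 11.2-fold, for CA_C2088 (probe SMB_G2121), with a median of 8.44-fold. In contrast to the spore coat genes, these genes changed little between 18 and 42 h, with a median change of -0.40 on the log2 scale. Between 42 and 66 h the median change was -1.31, and between 102 and 150 h it was still -0.76. With 102 h as the end point the largest fall was 6.08-fold. In the late samples the mean of each of the 8 genes lay above its value at 150 h, by a median of 0.70 on the log2 scale, and below its value at 18 h. This difference rests on 1 array at 150 h.

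**Figure D1:**
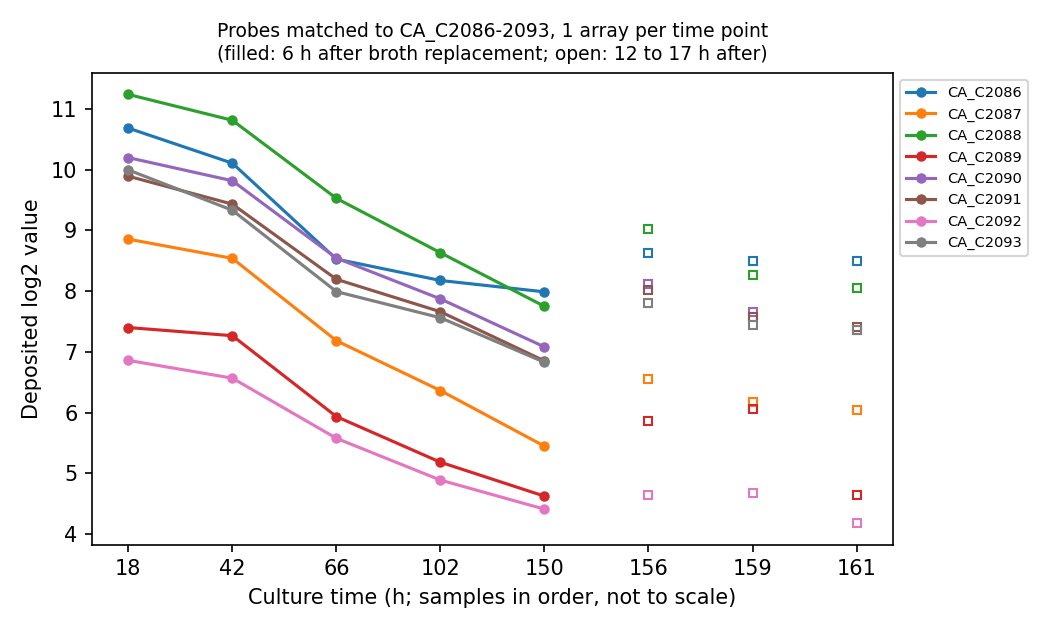
Deposited log2 values (vertical axis) of the probes matched to the 8 genes CA_C2086 to CA_C2093 against hours of culture (horizontal axis, samples in order and not to scale), with 1 array per point. Filled points joined by lines are the 5 samples taken 6 h after broth replacement and open squares the 3 late samples; each line falls at every step, to 7.75 for CA_C2088 and 4.41 for CA_C2092 at 150 h.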

An operon CA_C2086-2093 related to stage III sporulation was down-regulated 6- to 12-fold. 

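Among the genes of small, acid-soluble proteins, the probe matched to CA_C2365 (SMB_G2399) had the largest fall of the genes well above background at 150 h. Another tag that was dim at 150 h fell by 7.15 on the log2 scale in the deposited values, against 7.26 for CA_C2365, and cannot be ranked against it. The log2 value of CA_C2365 was 10.99 at 18 h, 8.37 at 42 h, 5.66 at 66 h, 4.44 at 102 h and 3.73 at 150 h, a fall of 153-fold from 18 to 150 h, and its probe was still well above background at 150 h. With 102 h as the end point the fall was 93.8-fold, from 42 h it was 24.9-fold and in the scanner values from 42 h 22.7-fold, so its size rests on the array at 18 h. The probe matched to CA_C1522 (SMB_G1547) went from 8.45 at 18 h to 5.33 at 150 h, a fall of 8.66-fold, or 2.02-fold from 42 h. The probe matched to CA_C1487 has no gene tag and is spotted 11 times on each array. It was dim, with a log2 value of 4.60 at 18 h, and at 150 h only 1 of its 11 spots was well above background, so its fall was at least 2.54-fold. This bound sets the value at 18 h against the lowest value of the probes well above background at 150 h. With 1 array at each time point no p-value was computed for a change between 18 and 150 h.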

The small, acid-soluble proteins (SASP) that are used to coat DNA in spores (encoded by CA_C1487 and CA_C1522) were also significantly down-regulated by 48-fold (*p *< 0.01; Student t test), and the CA_C2365 was down-regulated by 200-fold. 

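The phases allow a comparison over time with more than 1 array on each side, 102 and 150 h (mature, 2 arrays) against 18, 42 and 66 h (growth, 3 arrays), although the arrays of a phase are successive samples. The 21 sporulation genes named by identifier in the text were all lower in the mature phase, with a median difference of -1.91 on the log2 scale, against -0.06 over all 3610 genes. The spread within the growth phase was large for these genes because they were already falling. The limma fit held all 8 arrays, so its standard errors also draw on the spread of the 3 late arrays, which come from 1 batch. The log2 value of CA_C1689 was 8.65 ± 1.29 (SD, n = 3) in the growth phase and 6.77 ± 0.0247 (SD, n = 2) in the mature phase, a difference of -1.88 (standard error 0.63, adjusted p = 0.220 from limma with Benjamini-Hochberg adjustment). That of CA_C2365 differed by -4.26 (standard error 1.30, adjusted p = 0.202 from limma).
Of the 3610 genes, limma called 8 at an adjusted p under 0.05, with 4 higher and 4 lower in the mature phase, and 0 of the 21 genes were among them. At an unadjusted p under 0.05 limma gave 581 genes, 14 of the 21 among them. The largest rise among the called genes was that of SMB_G0260, by 3.73 (adjusted p = 0.00743 from limma), and the largest fall was that of CA_P0130, with a difference of -5.37 (adjusted p = 0.0388 from limma). The files do not pair these tags with gene names. Fitted without the late arrays, limma called 5 genes in place of 8, and 388 in place of 581 had an unadjusted p under 0.05. The mature and growth arrays did not overlap for 32.5% of the genes. Chance would give 20% if the arrays were interchangeable, which successive samples are not. The count of called genes rests on single arrays, since it was 551 without the 66 h array and 0 without either the 102 h or the 150 h array. The paper starts from microscopy, in which spores disappeared from the biofilm with time, turns to the genes that form them, and proposes that the falls drawn in Fig. 3 go together with that loss.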

Overall, the decreased expression of sporulation-related genes over time was consistent with the elimination of sporulation in the biofilm.

**Fig. 3:**
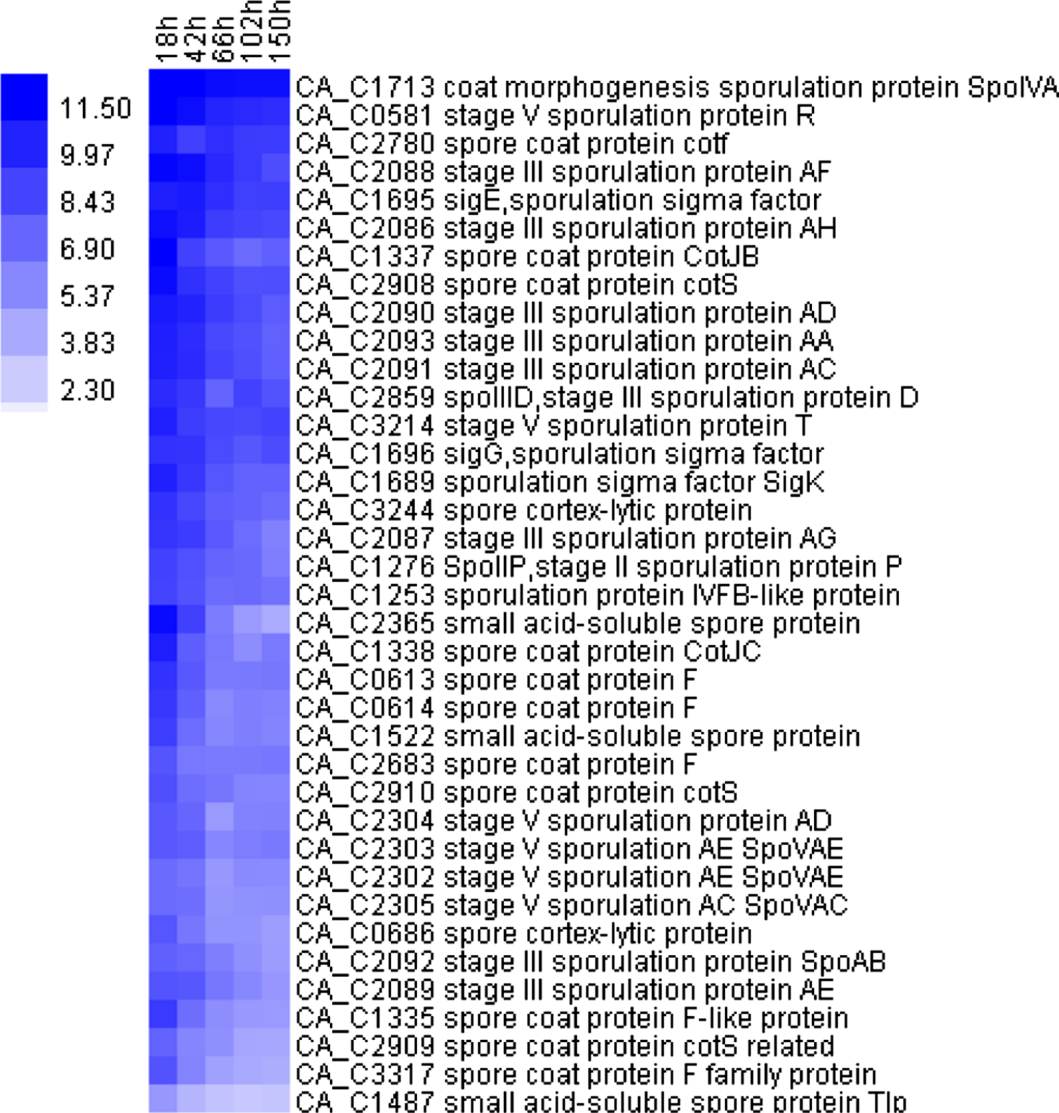
Temporal expression of sporulation genes in *C. acetobutylicum* biofilm cells. The values on the color bar represent log (base 2) transformed gene expression levels

### EPS and wire-like structures in *C. acetobutylicum* biofilm

EPS and wire-like structures of *C. acetobutylicum* biofilm were observed. As shown in Fig. 4, at the early stage of biofilm development (4 h), cells were all buried in a gel-like extracellular matrix (as indicated by the blurred area in the image) which was typically excreted by the cells to help adhere onto surfaces. Then it developed into a three-dimensional, high-density cell colony (16 h). At the edges of the colonies, wire-like structures could be clearly observed. The wires were surprisingly long (could be more than 50 µm) and could be cross-connected. With the development, the wires were eventually imbedded in cells aggregates (28 h). At the late stage (40 h), EPS pellicles were also shown. In recent years, a kind of “nanowire” structure has been reported for some bacterial biofilms and was supposed to function in extracellular electron transport [29]. Whether the wire structures observed here are similar to the nanowires and what their roles are in *C. acetobutylicum* biofilm remain to be investigated.

**Fig. 4:**
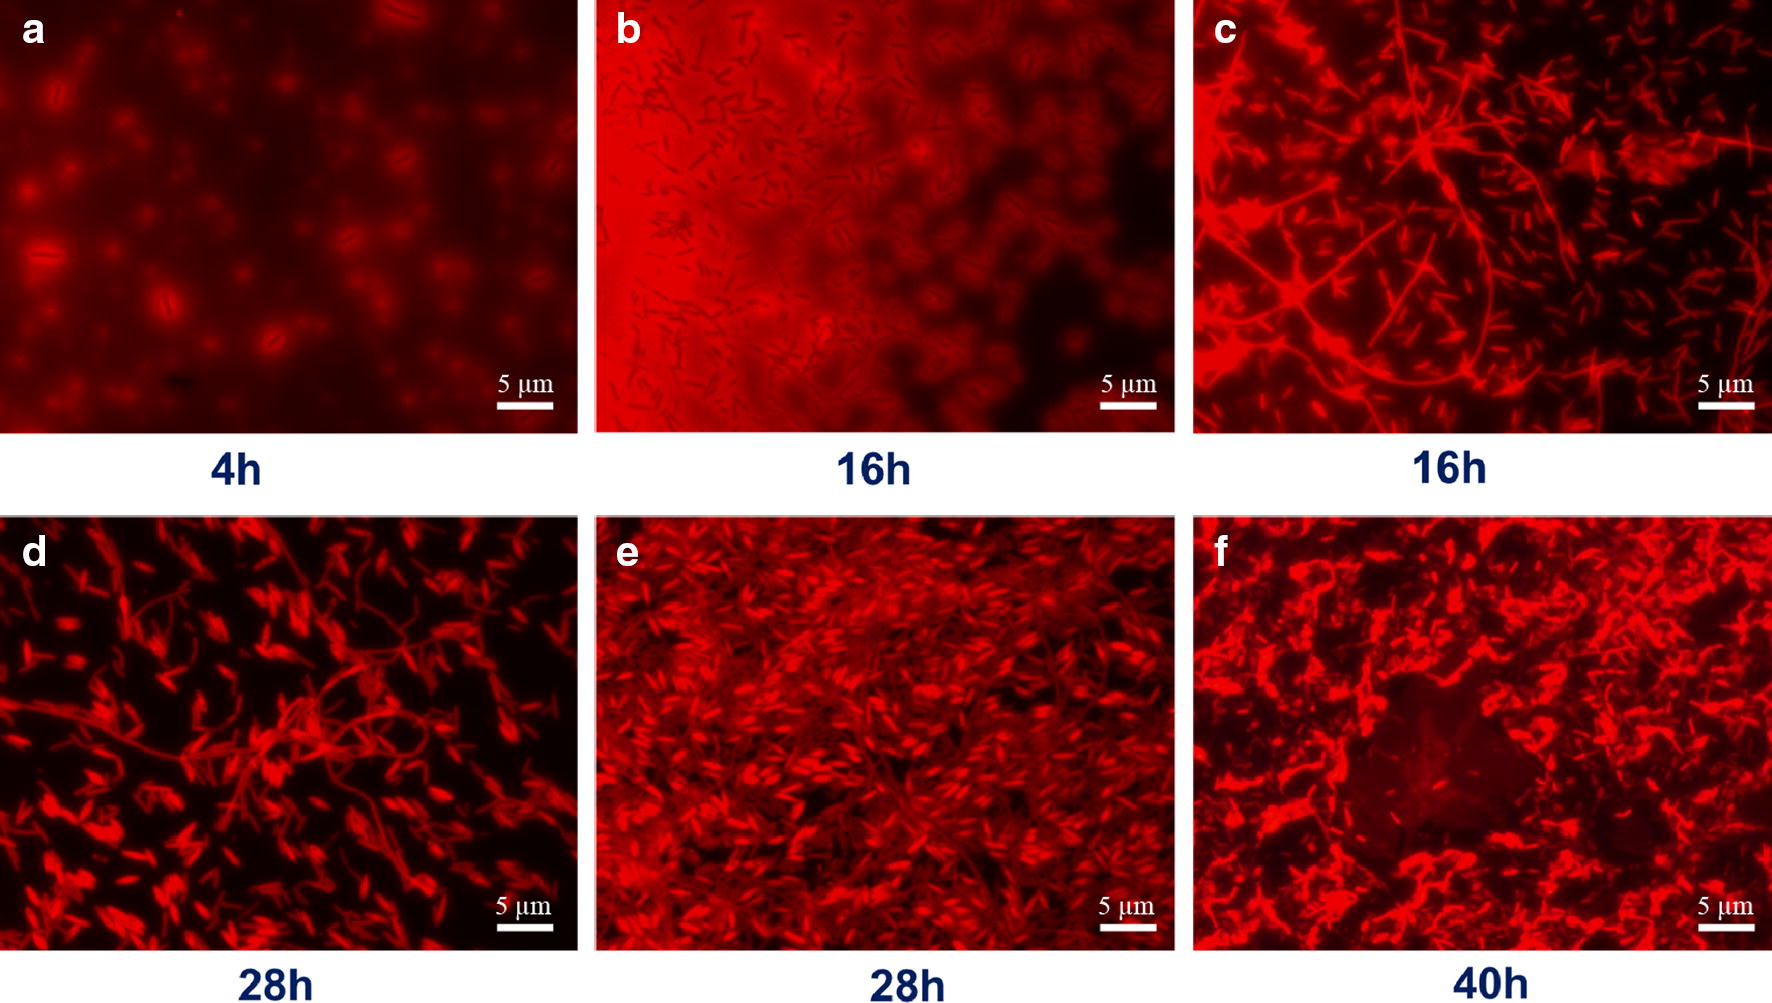
Extracellular polymeric substances and wire-like structures in *C. acetobutylicum* biofilm. Samples were stained with safranin O and imaged in a fluorescence microscope. **a** the early stage of biofilm development; **b** high-density cell colonies; **c** wire-like structures; **d** cellular morphology at the mid stage of biofilm development; **e** wires imbedded in cells aggregates; **f** EPS pellicles observed in the biofilm

### Characterization of *C. acetobutylicum* biofilm polysaccharides

After polysaccharides and proteins in *C. acetobutylicum* biofilm were extracted, the polysaccharides were further isolated by anion exchange chromatography (Fig. 5). Three polysaccharides were obtained which were designated SM1, SM2, and SM3 according to their elution order. A peak at 280 nm occurred concurrently with each of the polysaccharide peaks, indicating possible presence of polysaccharide-associated proteins. The SM1 comprised the largest fraction (53%, w/w) of the polysaccharides, followed by SM2 (26%, w/w) and SM3 (21%, w/w). SM1 was also the most purified polysaccharide as indicated by a much smaller peak at 280 nm (Fig. 5).

**Fig. 5:**
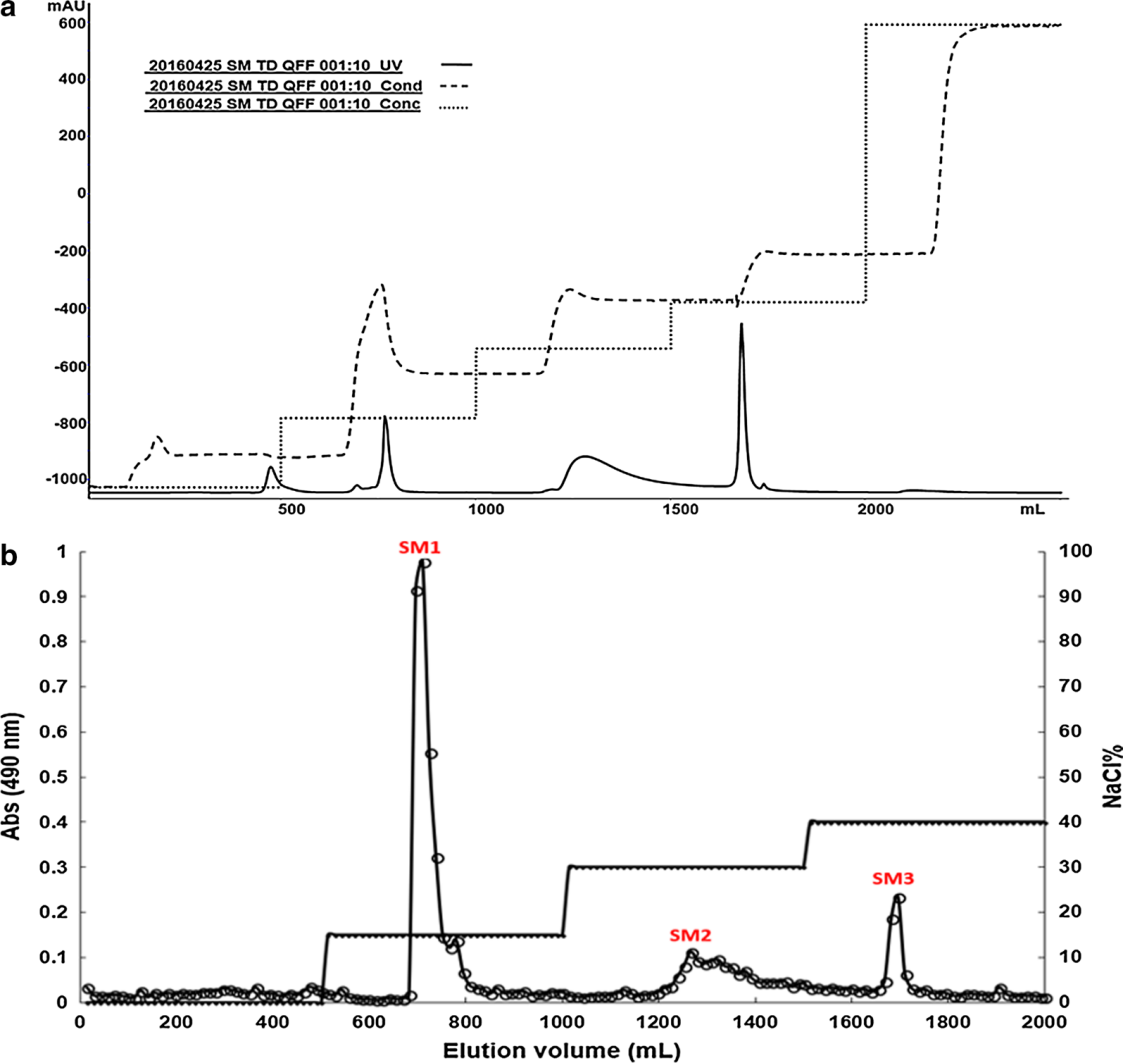
Isolation of extracellular polysaccharides produced by *C. acetobutylicum* biofilm on the QFF anion exchange column. **a** Elution profile monitored at 280 nm; **b** the profile of polysaccharides monitored at 492 nm by the phenol–sulfuric acid method

Analysis of monosaccharide composition showed that all the three polysaccharides were heteropolysaccharides with glucose as the primary component (Table 1). SM2 and SM3 were very similar in both of monosaccharide type and molar ratio, consisting of glucose (47–53%, molar ratio, the same hereinafter), mannose (13–15%), rhamnose (10–16%), galactose (9–10%), aminoglucose (7–9%), and a little ribose (4–5%). Compared to SM2 and SM3, the SM1 polysaccharide consisted of more glucose (58%), mannose (21%), and aminoglucose (13%), but much less rhamnose (0.8%), galactose (0.8%) and ribose (0.4%). SM1 also consisted of unique galacturonic acid (5.5%). The presence of uronic acid might explain why the *C. acetobutylicum* biofilm matrix was alkali soluble.

**Table 1:** The molar ratio of each monosaccharide in *C. acetobutylicum* biofilm polysaccharides

	Glc	Man	GlcN	GalA	Rha	Gal	Rib
SM1	100	36	23	9.4	1.5	1.4	0.7
SM2	100	25	17	–	18	20	9.0
SM3	100	32	16	–	33	20	9.6

SM1, SM2 and SM3 are three isolated polysaccharides

*Glc* glucose, *Man* mannose, *GlcN* aminoglucose, *GalA* galacturonic acid, *Rha* rhamnose, *Gal* galactose; *Rib* ribose

### Identification of *C. acetobutylicum* biofilm proteins

Proteins extracted from the *C. acetobutylicum* biofilm were identified by LC–MS/MS. The proteins were next ranked according to their emPAI (exponentially modified protein abundance index) which reflects their relative abundance [30]. Table 2 lists the Top 30 abundant proteins of *C. acetobutylicum* biofilm. Strikingly, most of the proteins are commonly known as physiological process related proteins, especially the molecular chaperones and stress proteins. The three most abundant proteins were GroEL, surface layer (S-layer) protein and rubrerythrin, which typically functions as molecular chaperone, structure protein and oxidative stress protein, respectively. Surprisingly, many of the proteins are typically known as intracellular proteins such as the enzymes normally functioning in central metabolism, glyceraldehyde-3-phosphate dehydrogenase (GAPDH), triose phosphate isomerase, pyruvate: ferredoxin oxidoreductase, electron transfer flavoprotein and alcohol dehydrogenase. Meanwhile, the biofilm proteins were isolated by 2D gel electrophoresis and major protein spots were identified by MALDI TOF/TOF mass spectrometry. The major proteins identified on 2D gel were well included in the Top 30 abundant proteins identified by LC–MS/MS, and the spots of the three most abundant proteins, GroEL, S-layer protein and rubrerythrin were indeed the most distinct protein spots on 2D gel (Fig. 6).

**Table 2:** Top 30 extracellular proteins in *C. acetobutylicum* biofilm identified by LC–MS/MS

	Gene locus	Score^a^	Mass^b^	Matches^c^	Sequences^d^	emPAI^e^	Description
1	CA_C2703	10,961	58,166	408	29	12.3	Molecular chaperone GroEL (Hsp60)
2	CEA_G3563	3556	47,277	139	17	10.3	Putative S-layer protein
3	CA_C3597	8141	20,493	187	10	10.3	Rubrerythrin
4	CA_C2710	2299	28,089	71	14	9.5	Electron transfer flavoprotein beta-subunit
5	CA_C0709	1619	35,999	72	15	8.1	Glyceraldehyde-3-phosphate dehydrogenase
6	CA_C2452	572	15,611	24	7	7.7	Flavodoxin
7	CA_C1555	2446	29,503	80	10	7.5	Flagellin
8	CA_C1747	556	8602	21	3	6.9	Acyl carrier protein, ACP
9	CA_C3136	5404	43,482	207	18	6.8	Elongation Factor Tu (Ef-Tu)
10	CA_C2990	396	7307	23	2	6.2	Cold shock protein
11	CA_C1834	448	9203	19	4	5.9	Host factor I protein Hfq
12	CA_C3125	299	7908	7	3	5.4	Ribosomal protein L29
13	CA_C2712	571	28,400	28	10	4.9	Crotonase
14	CA_C1807	182	10,251	7	5	4.8	Ribosomal Protein S15
15	CA_C3211	1113	10,341	59	6	4.7	DNA binding protein HU
16	CA_P0164	1098	23,666	33	8	4.6	Acetoacetyl-CoA:acetate/butyrate CoA-transferase subunit B
17	CA_C2704	745	10,420	27	5	4.6	Molecular chaperone groES (Hsp10, Hsp60 cofactor)
18	CA_C3145	553	12,670	24	5	4.4	Ribosomal protein L7/L12
19	CA_C3076	627	32,321	30	12	4.3	Phosphate butyryltransferase
20	CA_C1281	757	17,734	29	7	3.8	Heat shock protein grpE (hsp20, Hsp70 cofactor)
21	CA_C1282	2280	65,723	77	24	3.8	Molecular chaperone DnaK (Hsp70)
22	CA_C2229	4951	129,740	191	43	3.7	Pyruvate:ferredoxin oxidoreductase
23	CA_C2641	782	49,565	37	19	3.7	FKBP-type peptidyl-prolyl cis-transisomerase (trigger factor)
24	CA_C3075	744	39,146	33	15	3.7	Butyrate kinase, BUK
25	CA_C2873	1247	41,443	53	16	3.7	Acetyl coenzyme A acetyltransferase (thiolase)
26	CA_P0165	725	23,797	22	8	3.3	Acetoacetate decarboxylase
27	CA_P0162	3768	95,774	175	32	3.2	Alcohol dehydrogenase E
28	CA_C0711	452	26,698	17	11	3.1	Triosephosphate isomerase
29	CA_C2597	461	17,599	19	5	3.1	Hypothetical protein
30	CA_C3558	1128	48,599	51	10	3.0	Probable S-layer protein

^a^All scores were statistically significant (*p* < 0.05; Student t test). Higher score means higher probability

^b^Theoretical molecular mass

^c^The number of peptides that matched the identified protein with* p* < 0.05

^d^The number of distinct (nonredundant) peptides that matched the identified protein with* p *< 0.05 (Student t test)

^e^Exponentially modified Protein Abundance Index

**Fig. 6:**
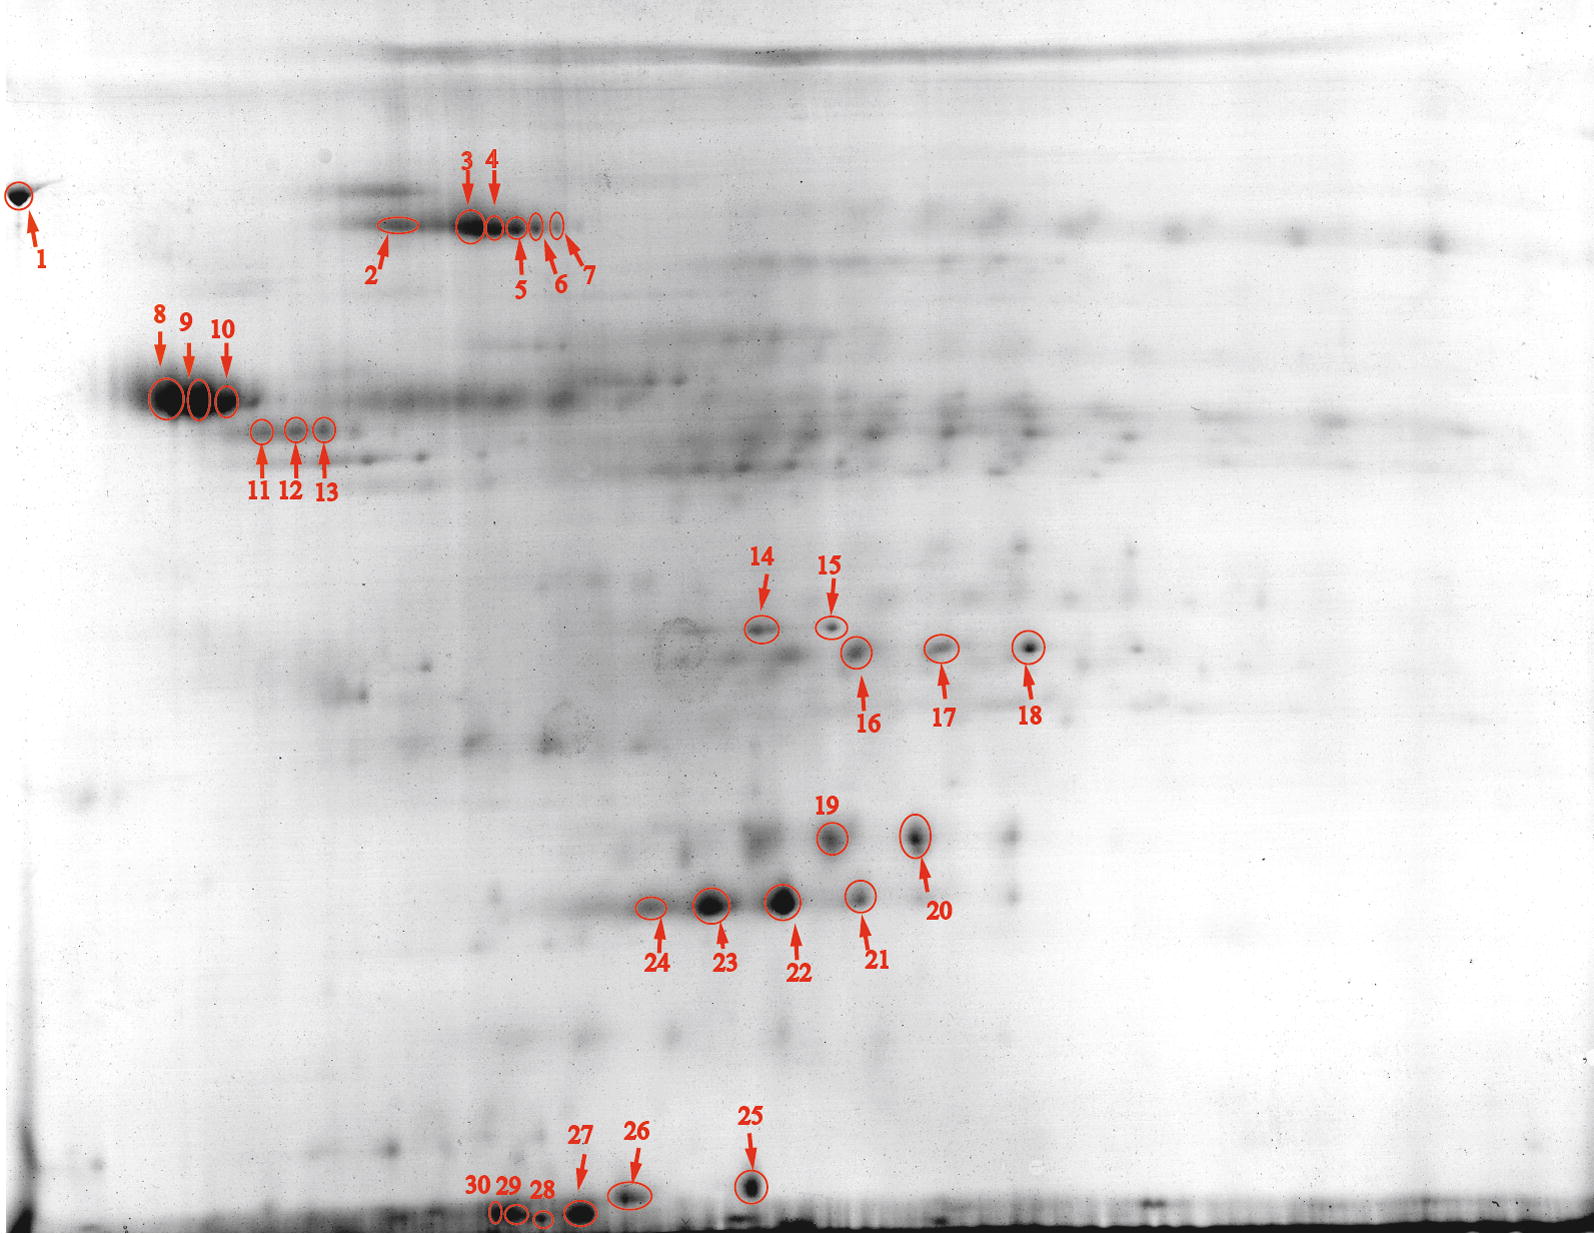
Spots of biofilm proteins on two-dimensional gel electrophoresis. Major protein spots (and their gene locus) are: 1, predicted membrane protein (CA_C3309); 2–7, chaperone GroEL (CA_C2703); 8–10, putative S-layer protein (CEA_G3563); 11–13, extracellular neutral metalloprotease NPRE (CA_C2517); 14–15, electron-transfer flavoprotein, etfB (CA_C2710); 16–18, fructose-bisphosphate aldolase (CA_C0827); 19–24, rubrerythrin (CA_C3597); 25-26, chaperone GroES (CA_C2704); 27, not know (failed); 28, cold shock protein (CA_C2990); 29–30, glyceraldehyde-3-phosphate dehydrogenase GapC (CA_C0709)

In fact, most of the *C. acetobutylicum* biofilm proteins identified here have been recognized as a kind of non-classically secreted proteins that do not contain known sequence motifs for secretion or anchoring onto the cell surface [31, 32]. A great number of these proteins have been found to be “moonlight proteins” that have a canonical biochemical function inside the cell and perform a second biochemical function on the cell surface or extracellularly [33, 34]. Table 3 lists the proteins (from the Top 30 abundant proteins list) that have been reported as non-classically secreted proteins or moonlighting proteins. Obviously, many proteins with canonical function in central metabolism, chaperone activity, or protein synthesis and nucleic acid stability could moonlight as bacterial adhesins and interact with the environment. 

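The 30 genes of Table 2 were assigned probes by matching the 5 values that Sheet 3 lists for each gene with the deposited values, in the same way as for Fig. 3. The assigned probes lay within 0.0503 of the listed values on the log2 scale, and the closest other probe was off by at least 0.0954. Sheet 3 lists the same 5 values for CA_C3136 and CA_C3145, so the 30 genes share 29 probes. The gene tagged on the shared probe runs from position 3288136 to 3289329. This is far longer than a protein of the mass given for CA_C3145 in Table 2 needs. The values shown for CA_C3145 are therefore unlikely to be its own. Another probe codes for the same 15 residues of Sheet 2 peptides as the probe of CA_C3597, and signal shared by these 2 probes was not tested.
From 18 to 150 h, 4 of the 30 genes changed by at least 2-fold, and all 4 rose. These were CA_P0164 by 1.45 on the log2 scale, CA_P0162 by 1.28, CA_C1281 by 1.11 and CA_C2703 by 1.08. Taken as a share, 13.3% of the Table 2 genes and 20.3% of all 3610 genes changed by at least 2-fold. Without the dimmest genes, which leaves 2707 genes and all 30 of Table 2, the 20.3% became 14.5% and the 13.3% stayed. Most of the gap thus came from the dimmest genes. The largest fall among the Table 2 genes was that of CA_C3558, with a change of -0.88. The median change was 0.11, and of 10000 random lists of genes of the same size and similar mean expression 97.6% had a median at or below it, which describes these 2 arrays only. The share was 68.7% with 42 h in place of 18 h, where the median change was -0.08, and 74.3% in the scanner values from 42 to 150 h. With 42 h in place of 18 h, 2 genes changed by at least 2-fold and CA_C2703 fell by 0.25.
Between the growth and the mature phase, limma called 0 of these genes, both among all genes and adjusted over the list alone, and 1 had an unadjusted p under 0.05. Taken as a list, their shift towards higher values in the mature phase had an adjusted p of 0.130 in limma's camera test with a preset correlation, 0.260 in the fry test and 0.283 in camera with an estimated correlation.

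**Figure D2:**
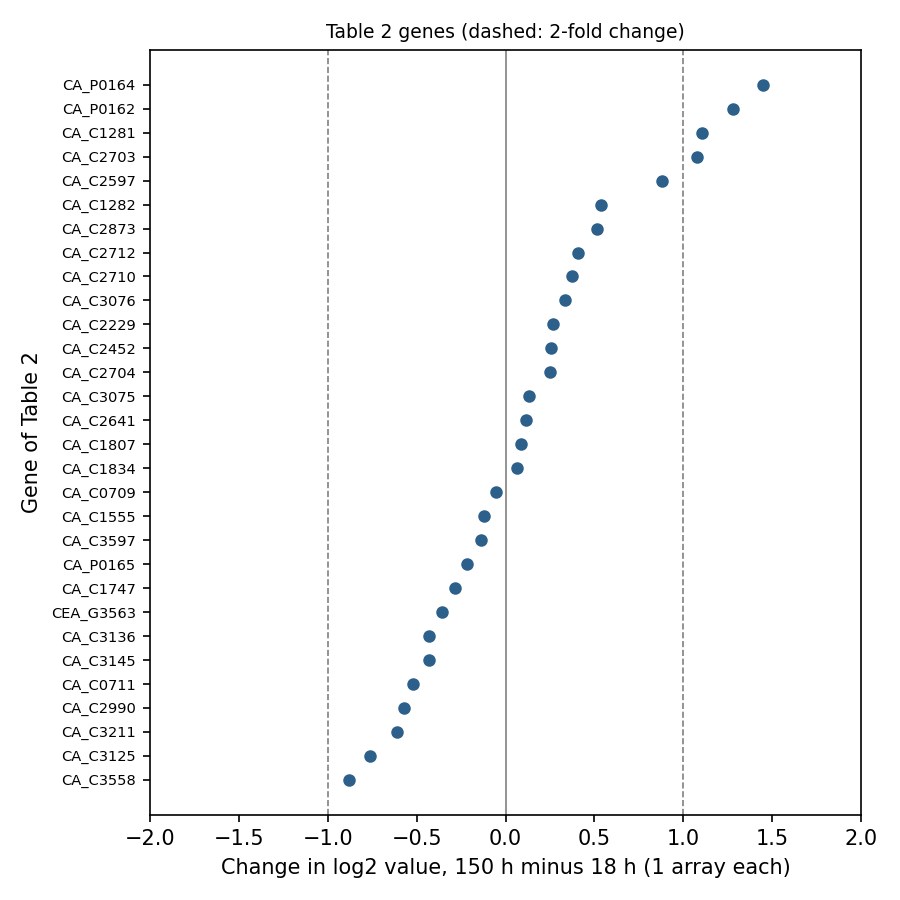
Change in deposited log2 value from 18 h to 150 h (horizontal axis) of each of the 30 genes of Table 2 (vertical axis), with 1 array at each time point. CA_C3136 and CA_C3145 share 1 probe, which is unlikely to be that of CA_C3145. Dashed lines mark a 2-fold change; 4 genes lie beyond the line on the right, up to 1.45 for CA_P0164, and 0 beyond the line on the left, where CA_C3558 comes closest at -0.88.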

While these proteins were abundant in the biofilm, no apparent regulation of their gene transcription was observed (Additional file 2: Sheet 3).

**Table 3:** Major *C. acetobutylicum* biofilm proteins that have been reported as non-classically secreted proteins with potential moonlighting functions

Intracellular function	Moonlighting function
Chaperones	
Molecular chaperone groel	Adhesin [33, 35–37]; bind mucin, invertase and fibronectin [38, 39]
Molecular chaperone dnak	Bind plasminogen and invertase [40–42]
Heat shock protein grpe	Not characterized [32, 39, 43]
Molecular chaperone groes	Not characterized [32, 43]
Cold shock protein	Not characterized [44, 45]
Protein synthesis and nucleic acid stability	
Elongation factor Tu (Ef-Tu)	Attach to human cells, bind fibronectin and plasminogen [46–49]
Trigger factor	Not characterized [43, 44, 50, 51]
Ribosomal protein L29	Not characterized [43, 45, 51]
Ribosomal protein S15	Not characterized [52, 53]
Ribosomal protein L7/L12	Not characterized [52, 54]
Central metabolism	
Glyceraldehyde-3-phosphate dehydrogenase (GAPDH)	Adhesin [55–57]; bind plasminogen, collagen, fibronectin and RNA [34, 58, 59]
Triosephosphate isomerase	Adhesin [33, 60]; bind plasminogen, laminin and fibronectin [61, 62]
Alcohol dehydrogenase	Bind plasminogen [63, 64]
Pyruvate: ferredoxin oxidoreductase	Adhesin [65, 66]
Electron transfer flavoprotein beta-subunit	Not characterized [44, 50, 54]
Acetyl coenzyme A acetyltransferase (thiolase)	Not characterized [44, 67]
Rubrerythrin	Not characterized [52, 68]
Acyl carrier protein, ACP	Not characterized [69, 70]

## Discussion

*C. acetobutylicum* has attracted considerable interest due to its unique capability of biosynthesizing a range of liquid fuels and bulk chemicals that are fundamentally important to human society. It has been long accepted that sporulating clostridial form of *C. acetobutylicum* cells is the solvent-forming phenotype, that is, solventogenesis is coupled to sporulation. However, Tracy and his co-workers observed a stronger correlation between solvent production and the vegetative cell type than the clostridial-form type based on flow cytometry assisted cell-sorting techniques. They also demonstrated that a *sigF* mutant blocked sporulation but still produced comparable solvent in batch fermentation [71, 72]. Despite this, the view that solventogenesis is coupled to sporulation is still prevailing in the field [73, 74]. Here, our results clearly showed that *C. acetobutylicum* could eliminate sporulation and display vegetative growth in biofilm over time. In this way, instead of being impaired, the solvent production was greatly improved [12, 22]. Therefore, it is plausible that sporulation and solventogenesis can be uncoupled in *C. acetobutylicum*. This is of particular importance, because it would encourage researchers to develop long-term continuous cultivation processes. Besides elimination of sporulation, *C. acetobutylicum* biofilm cells also exhibited significant morphological changes. The prolonged chain-like morphology observed for *C. acetobutylicum* biofilm cells was also observed for *Bacillus subtilis* biofilm cells. In *B. subtilis*, a transcriptional regulator SinR represses the genes responsible for EPS production and promotes cell separation and motility. During biofilm development, SinR activity is antagonized. Low SinR activity results in EPS production and loss of cell motility. Thus, motile single cells switch to long chains of nonmotile cells [75]. Considering the presence of SinR in *C. acetobutylicum*, this is probably also the case in *C. acetobutylicum*.

Despite the fact that *C. acetobutylicum* biofilm has been extensively exploited for producing industrial products [4, 12, 16, 21], the biosynthetic process and molecular composition of *C. acetobutylicum* biofilm remain completely unknown. Here, for the first time isolated polysaccharides and proteins from *C. acetobutylicum* biofilm were reported. *C. acetobutylicum* biofilm contained three polysaccharides which were all heteropolysaccharides. Recently, a polysaccharide separated from *C. acetobutylicum* culture supernatant was reported [76]. Consistent with our results, the supernatant polysaccharide was also a heteropolysaccharide and its monosaccharide composition seemed similar to those of the SM2 and SM3. While the supernatant polysaccharide was characterized with glucose (34%, molar ratio), rhamnose (40%), mannose (13%) and galactose (10%) as its primary monosaccharides, the SM2 and SM3 characterized here also consisted of glucose (47–53%), rhamnose (10–16%), mannose (13–21%) and galactose (9–10%) as their primary monosaccharides (Table 1), although the monosaccharide ratio differed. However, the polysaccharide SM1 that represented the major polysaccharide in *C. acetobutylicum* biofilm had a more distinct composition: it contained predominantly glucose (58%), mannose (21%), and aminoglucose (13%). Altogether, it seemed that *C. acetobutylicum* liked to produce a variety of heteropolysaccharides varying in monosaccharide composition. In addition, the biofilm polysaccharides, especially the SM1, proved hard to re-dissolve after lyophilization. Also, they were possibly associated with some non-carbohydrate substances. Despite our try of various protein removal methods, they still defied ^1^H-NMR analysis.

Strikingly, a great variety of proteins were found abundantly present in *C. acetobutylicum* biofilm. One of the most abundant proteins was a protein annotated as putative S-layer protein (Table 2; Fig. 6). The gene encoding this protein is designated CEA_G3563 in *C. acetobutylicum* EA2018 and SMB_G3598 in *C. acetobutylicum* DSM 1731. In both strains, it is located in an operon together with and downstream of an S-layer protein encoding gene [77]. It shows 81% sequence identity to a S-layer protein from *C. felsineum* DSM 794 (Sequence ID: WP_077894211), but both have been poorly studied. S-layers are crystalline monomolecular assemblies of protein or glycoprotein, which represent one of the most common cell envelope structures in bacteria [78]. In *Clostridium difficile*, S-layer proteins were demonstrated essential for biofilm formation perhaps due to the fact that S-layer is essential for anchoring cell wall associated proteins that are required for adhesion during biofilm formation [79]. Studies also showed that S-layer was required for normal growth in *C. difficile* [80, 81], while a non-matured S-layer protein induced the apparition of a bigger biofilm [82]. Except the putative S-layer protein, most of the *C. acetobutylicum* proteins were typically intracellular proteins (Tables 2, 3). It has previously been reported that a variety of Gram-positive bacteria, such as *S. aureus* and *B. subtilis*, release intracellular proteins into the external environment during stationary phase [83, 84]. These proteins are considered to be secreted in a non-classical pathway and some of them (e.g., the GroEL) have been extensively found to moonlight as adhesins and contribute to the biofilm formation [32, 33, 84]. For instance, it was shown that deletion of GroEL-phosphorylating PrkC in *Bacillus anthracis* abrogated biofilm formation, while overexpression of GroEL led to increased biofilm formation [85, 86]. Another intracellular protein abundant in the biofilm is a rubrerythrin encoded by *rbr3B* (CA_C3597). In this rubrerythrin, the order of the two functional domains is reversed compared to normal rubrerythrins [87]. Although this rubrerythrin has been demonstrated to be involved in H_2_O_2_ and O_2_ detoxification, its role in biofilm remains to be studied.

Besides the non-classical secretion, the abundance of intracellular proteins could also be a result of cell lysis inside the biofilm during long-term development. While a biofilm could persistently exist, a subpopulation of the cells inside is likely lysed due to various mechanisms [88]. The biofilm matrix could act as a recycling center by keeping the components of lysed cells available [19, 88]. A biofilm-forming mechanism was recently proposed using *Staphylococcus aureus* or *Pseudomonas aeruginosa* biofilm as a model [83, 89]. In these models, cytoplasmic proteins that were released from cells or cell lysate proteins could associate with the cell surface in response to decreasing pH during biofilm formation. Considering the presence of abundant cytoplasmic proteins in the *C. acetobutylicum* biofilm as well as a low pH level (usually around pH 4.2) during *C. acetobutylicum* fermentation, this mechanism also be plausible for *C. acetobutylicum* biofilm.

## Conclusions

*Clostridium acetobutylicum* biofilm cells eliminated sporulation and performed vegetative growth over time, indicating that vegetative *C. acetobutylicum* cells rather than the spore-forming cells were the solvent-forming cells. EPS and wire-like structures were observed. The biofilm contained three heteropolysaccharides. The major fraction consisted of predominantly glucose, mannose and aminoglucose. A variety of proteins including non-classically secreted proteins were present in the biofilm, with GroEL, a S-layer protein and rubrerythrin being the most abundant. Of these proteins, many proteins such as GroEL, Ef-Tu and glyceraldehyde-3-phosphate dehydrogenase could moonlight as adhesins which might contribute to the biofilm formation. This study provides important insights into *C. acetobutylicum* biofilm. Future studies should genetically manipulate the main components to elucidate their specific roles in *C. acetobutylicum* biofilm.

## Additional files

**Additional file 1.** Evaluation of different extraction methods and ^1^H-NMR spectra of polysaccharides.

**Additional file 2.** Full list of the biofilm proteins and relevant gene expression data.

## Abbreviations

2D: two-dimensional
EPS: extracellular polymeric substances
LC–MS/MS: liquid chromatography coupled with tandem mass spectrometry
MALDI TOF/TOF: matrix-assisted laser desorption/ionization time-of-flight/time-of-flight mass spectrometer
PMP: 1-phenyl-3-methyl-5-pyrazolone
QFF: q-sepharose fast flow chromatography column
SDS-PAGE: sodium dodecyl sulfate–polyacrylamide gel electrophoresis

# Supplementary material for: Clostridium acetobutylicum grows vegetatively in a biofilm rich in heteropolysaccharides and cytoplasmic proteins
**Source:** Biotechnol Biofuels. 2018 Nov 20;11:315. doi: 10.1186/s13068-018-1316-4
**Supplement:** Supplementary file 1 — Additional file 1. Evaluation of different extraction methods and 1H-NMR spectra of polysaccharides.

**Additional file 1**

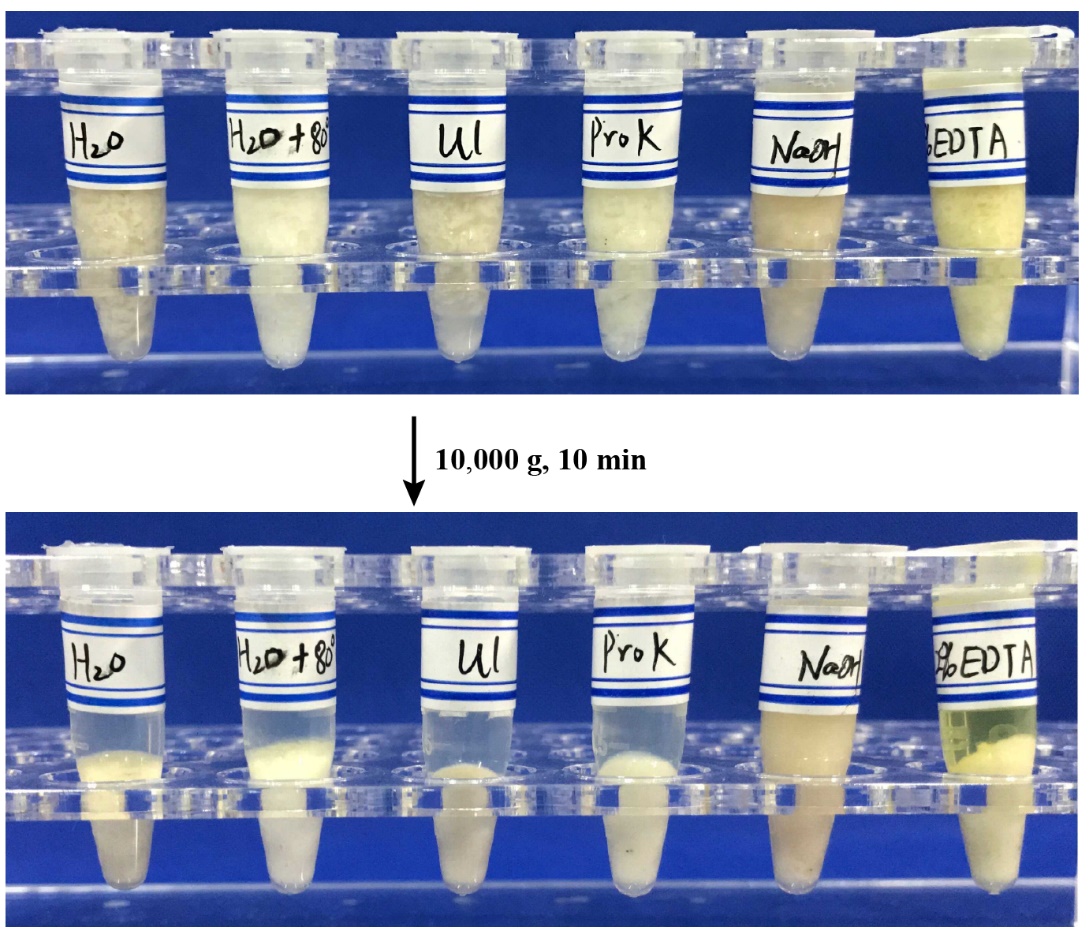

**FigureS1** *C. acetobutylicum* biofilm EPS extraction by different methods. Extractions were conducted as previously described [[1](#_ENREF_1)]. For each extraction, 0.5 g of wet biofilm (equals to 40.5 mg dry weight) was mixed with 1 ml of corresponding solution and then treated as follows: H_2_O, mixed solely with water at 25℃ for 2 h (as a control); H_2_O+80℃, heated in water at 80℃ for 2 h; Ul, ultrasonicated at 50 W for 30 min; ProK, incubated with 1 g/L of proteinase K at 37℃ for 10 h; NaOH, mixed with 0.1 M NaOH and kept at 4℃ for 30 min; EDTA, incubated with 5% EDTA for 10 h. Experiments were conducted at a shaking speed of 120 rpm. The top panel shows the biofilm suspensions after treatment by different extraction methods; the bottom panel show the biofilm pellets after further centrifugation.

**Table S1** EPS contents extracted by different methods^a^

| **Extraction methods**^b^ | **Protein (mg/g)** | **Polysaccharide (mg/g)** | **DNA (mg/g)** | **DNA ratio**^c^ |
| --- | --- | --- | --- | --- |
| 80℃ H_2_O | 13.5 ± 4.52 | 32.5 ± 9.18 | 2.75 ± 1.12 | 5.6% |
| Ultrasonication | 25.3 ± 6.13 | 45.8 ± 3.39 | 4.02 ± 2.33 | 5.4% |
| EDTA | 30.0 ± 3.45 | 65.3 ± 4.75 | 17.3 ± 4.22 | 15.4% |
| Proteinase K | 9.50 ± 5.16 | 77.5 ± 8.22 | 28.5 ± 6.02 | 24.7% |
| 0.1M NaOH | 315 ± 22.1 | 163 ± 11.9 | 46.0 ± 5.52 | 8.8% |

^a^Values are mg per g of biofilm dry weight. DNA content was measured using the diphenylamine colorimetric method [[2](#_ENREF_2)]. Protein content was determined using Coomassie brilliant blue G250 [[3](#_ENREF_3)] and polyshaccride content was determined using phenol-sulfuric acid [[4](#_ENREF_4)].

^b^Extraction methods are the same as those discribed in Figure S1.

^c^The ratio of DNA (mg/g) to the total amount of protein, polysaccharide and DNA (mg/g).

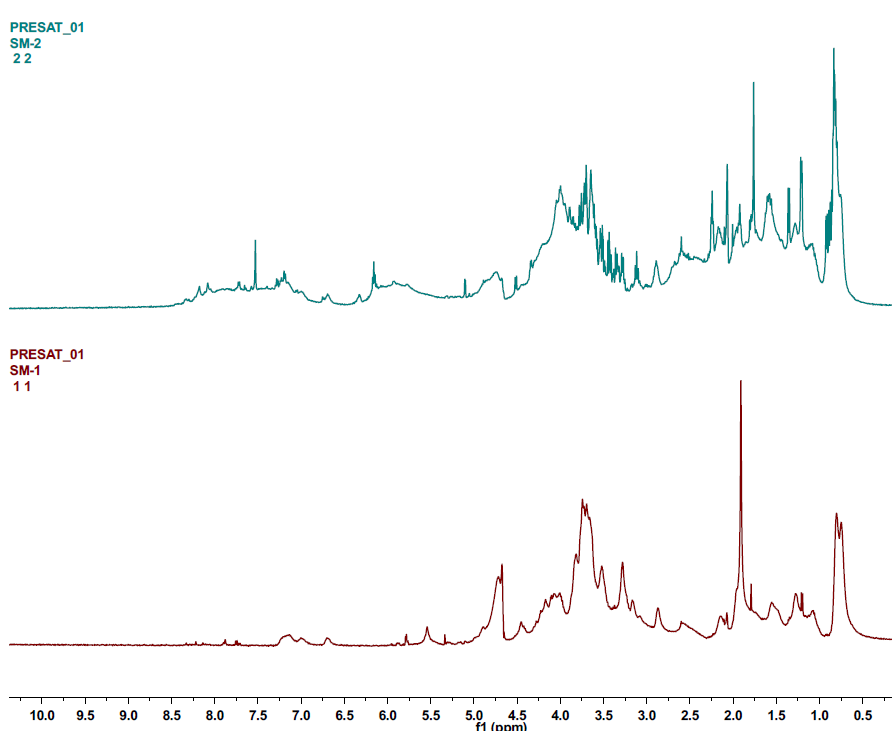

**Figure S2** ^1^H-NMR spectra of polysaccharides SM1 (bottom) and SM2 (top) isolated from *C.acetobbutylicum* biofilm with a Q-Sepharose chromatography column. Samples (40 mg) were deuterium exchanged using D_2_O three times and then dissolved in 0.5 mL of D_2_O with 35 uL of deuterated acetone. Spectra were recorded at 25 °C on an Agilent DD2 500 MHz. Analysis is difficult due to the noise pattern in the region from 0.5-5.5 ppm.

**References**

1. Sun M, Li W-W, Yu H-Q, Harada H: **A novel integrated approach to quantitatively evaluate the efficiency of extracellular polymeric substances (EPS) extraction process.** *Applied microbiology and biotechnology* 2012, **96:**1577-1585.

2. Burton K: **A study of the conditions and mechanism of the diphenylamine reaction for the colorimetric estimation of deoxyribonucleic acid.** *Biochemical journal* 1956, **62:**315.

3. Sedmak JJ, Grossberg SE: **A rapid, sensitive, and versatile assay for protein using Coomassie brilliant blue G250.** *Analytical biochemistry* 1977, **79:**544-552.

4. Dubois M, Gilles KA, Hamilton JK, Rebers Pt, Smith F: **Colorimetric method for determination of sugars and related substances.** *Analytical chemistry* 1956, **28:**350-356.

How the deposited data were processed for this re-analysis (not part of the article)

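RNA of C. acetobutylicum biofilm cells from 8 successive samples of a repeated-batch fermentation was measured on custom 1-colour Agilent microarrays, with 1 array per sample. The samples at 18, 42 and 66 h (growth phase, 3 arrays) and at 102 and 150 h (mature phase, 2 arrays) were taken 6 h after broth replacement, and the late samples (3 arrays) were taken 12, 15 and 17 h after it. Phases were taken from the sample labels. The arrays with scanner files share 1 slide and 1 scan, with 42, 66 and 102 h in row 1 of the slide and the others in row 2, so a slide block did not apply.

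The authors deposited scanner values as intensities on a linear scale, made with Agilent Feature Extraction, whose processed signal has been detrended and background-adjusted by that program. They also deposited 1 table of log2 values for the 8 arrays, whose columns share 1 distribution, as quantile normalization gives, and whose tool is not given in the sources used here. Its scale is log2, as set against each array's scanner values, and its columns were not centred at 0, with a median of 4.89. The scanner values of 7 arrays were used, and the 18 h array was used through the table alone.

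Each array holds 15201 spots of 8141 probes, apart from control spots. Of the probes, 706 are spotted 11 times. For those above background, the median SD between the spots of a probe was 0.0826 on the log2 scale. Spots marked as outliers by the scanner program were left out, between 140 and 263 per array, and a probe counted as above background if a share of at least 0.5 of its spots was well above background. Of the probes with a gene tag of C. acetobutylicum, 93.2% were above background on all 7 arrays. The genes compared were these 3599 probes and 11 probes without a tag that were matched to a gene of the paper, 3610 in all. The 88 probes tagged as tRNA or rRNA and the other probes without a tag were left out of the main comparisons. There is 1 probe per tag, so the planned mean over probes and brightest probe change no value.

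Neither the files nor the supplement pair the probes with the paper's CA_C identifiers. Genes were paired with probes by their values at the 5 time points of the paper. A curve of degree 4, the same for all genes of a source, turned the values of Sheet 3 or the colours of Fig. 3 into deposited log2 values, and each gene took the probe with the smallest largest deviation among 8141. The same probes were found for all 30 and all 37 genes with any 1 time point left out. With the 5 time points in any of the 119 other orders, at most 10 genes of Sheet 3 and 4 of Fig. 3 were matched as closely. The tag numbers do not enter the matching, but their order was in view while methods were compared, so it is no independent check. In the pairs kept, the tag numbers of 23 genes of Sheet 3 and 32 of Fig. 3 ran in the order of the CA_C numbers with 0 exceptions. Of 55 peptides in Sheet 2, those sharing at least 8 residues with the stretch a probe codes hit 6 probes, 4 of them paired with a gene of Table 2. On simulated data 150 of 150 and 185 of 185 genes were recovered. Matching by equal values, by nearest values, by brackets of neighbouring values and by the printed colour scale was tried first and not kept, so this method was chosen after seeing the data. The pairing through Fig. 3 rests on a picture and not on a table. The genes paired in that way were described and tallied but entered no test as a set, since their profile is what selected them, and the planned random lists and camera tests of the sporulation genes were not run.

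Changes between single time points were taken as differences of log2 values, with no test of single genes. Beside the Table 2 genes, 10000 random lists were drawn from the 100 genes nearest in mean value to each gene. In 10 simulated lists each of 29 genes among the 3610, 7 lists with a shift of 0.5 and 10 with a shift of 1 on the log2 scale passed the 95th percentile, and 0 without a shift. A probe not well above background at 150 h was given a lower bound, against the higher of its own value and the lowest value of the probes well above background. The mature and growth phases were compared in the deposited table and the late samples with those at 6 h in the scanner values, as log2 processed signal minus the 75th percentile of each array. Both used limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with Benjamini-Hochberg adjustment at 0.05, and the list of Table 2 genes was tested with camera (preset correlation 0.01), adjusted over 2 comparisons. Tables were made with Python 3.11.15. On simulated data 200 of the genes were changed by 1.5 on the log2 scale. Of these, 75.2% were recovered in the mature against growth comparison of 3610 genes, with 6.12% of the calls false. The late against 6 h comparison, simulated for the 3609 genes with a value on every array, recovered 82.8%, with 4.39% of the calls false. The 75.2% does not describe genes that change within a phase. Of the 21 sporulation genes, with a median difference of -1.91 between these phases, limma called 0.

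The genes named singly were those the paper names in its text, Table 2 or Fig. 3, the largest changes from 18 to 150 h, and the largest called changes of each limma comparison whose arrays did not overlap. For tags without a gene name at most 2 that rose and 2 that fell are printed. Lists by annotation keyword (sporulation, motility) and genes by symbol were planned, but the annotation used here describes no gene by function, so these were not analysed here. Of the alternatives, other end points, starting points, scalings, background corrections, filters, tests and leaving out each array were tried.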

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

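The tests of the other splits of the arrays, of the slide row by its split and by a term in the model, of the spots marked as outliers and of the negative control spots over all 7 arrays were chosen after the results were seen.

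The paper does not report on the 3 late samples, taken 12, 15 and 17 h after the last broth replacement. Set against the 4 arrays at 42, 66, 102 and 150 h, limma called 395 of 3610 genes at an adjusted p under 0.05, with 189 higher and 206 lower in the late samples. The groups did not overlap for 35.1% of the 3609 genes with a value on every array, where chance would give 5.71% if the arrays were interchangeable. Of the called genes that did not overlap, SMB_G0384 had the largest rise, by 3.67 on the log2 scale (standard error 0.66, adjusted p = 0.0245 from limma), or 3.63 relative to the median of all genes. SMB_G2275 had the largest fall, with a difference of -2.97 (standard error 0.42, adjusted p = 0.0146 from limma), or -3.01 relative to that median. Of the 35 splits of the 7 arrays into 3 and 4, only 1, the real one, called as many genes, and the most in another split was 51. This is the smallest share that 35 splits can give. It treats the arrays as interchangeable, but they are successive samples and the late ones come from 1 batch. The split with 51 genes, 66, 102 and 150 h against the rest, also groups neighbours in time. The splits therefore cannot tell a difference of the late samples from a likeness of samples close in time.

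The late arrays all lie in row 2 of the slide, with the 150 h array. The split that follows the rows, 42, 66 and 102 h against the rest, called 0 genes in limma, which argues against the row alone as the cause of the 395. It still gave 773 genes at an unadjusted p under 0.05, against 1226 in the real split, so a contribution of the row is not excluded. With the row as a term in the model, the late samples are compared with the 150 h array alone. A single array gives no spread of its own, so this model cannot decide whether the late samples differ from 150 h. A contribution of the row, the age of the culture, the longer time after broth replacement and the adverse condition named in the labels cannot be told apart. The late arrays are the latest samples, all lie in row 2 and all carry that label. The count also rests on single arrays. It was 68, 18 and 24 without the late array of 12, 15 and 17 h after broth replacement, and 62 without 102 h, 224 without 150 h and 667 without 42 h.

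The array of 150 h had 252 spots marked as outliers by the scanner program, against 140 to 152 on the other 3 arrays at 6 h. Its gap to the nearest of these was 0.893 of the whole range, above the limit for a group of 4. Of 7 such checks this was the only one beyond its limit, and chance alone passes it in about 1 of 20 groups. All 4 arrays of row 2, the late ones included, had more such spots than every array of row 1. The position on the slide and the late time cannot be told apart here, since row 2 holds the latest samples. These spots were left out of the probe values. No biological explanation was tested.

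A further 3748 probes on the array are spotted once and carry no gene tag, and the paper does not discuss them. Of these, 599 (16.0%) were well above background on all 7 arrays. The median log2 value was 5.38 for these 599 and 1.73 for all 3748, and 8.93 for all probes with a gene tag. Of the 77 negative control spots 0 (0%) were above background on all 7 arrays, a measure that replaced the highest share on a single array, 3.90% (3 spots). These spots are repeats of 1 control probe, so background taken for signal at other sequences stays open. Among the probes with a GC content of at least 56.7%, 20.3% were above background on all arrays, against 10.3% among those with at most 51.7%, as cross-hybridisation that grows with GC content would give. The median GC content was 55.0% both for the probes above background and for the others, so GC content sets these 2 groups little apart. Which transcripts these probes were designed for is not given in the sources used here, and no biological explanation was tested.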

How the results depend on the processing

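All alternatives were set before the data were examined, except the tests on all non-control probes, with the slide row as a term and of the list on the table of log2 values, which were chosen after seeing the data. No paired analysis was possible because each condition has 1 sample. The slide as a block did not apply (1 slide), and lists by annotation keyword were not run, because no probe has a functional annotation.

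The fall of the 21 sporulation genes from 18 to 150 h kept its direction in every setting run for each gene in the values. For CA_C1487, dim at 150 h, the bound was 0.730-fold in the scanner values, which gives no direction. Its median, -3.14 on the log2 scale, was -2.73 with 102 h as the end point, -3.17 with the lowest of 42 to 150 h, -1.74 from 42 h, -1.59 in the scanner values from 42 h, -3.11 with each array centred on its median and -3.16 without the dimmest genes (lowest 25%). The last setting keeps 9 of the genes, all of which fell at least 2-fold. From 42 h 20 and in the scanner values 18 of the 21 fell at least 2-fold. The window from 42 h leaves out the fall from 18 to 42 h, and why the scanner values gave fewer was not tested. Quantile normalization moved the median by less than the second decimal.

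Of the Table 2 genes, 4 changed at least 2-fold. The number was 8 at 1.5-fold, 3 of them falls, and 0 at 3-fold. It was 3 with 102 h as the end point and 2 each from 42 h and in the scanner values from 42 h, and these were rises. With the lowest of 42 to 150 h it was 2, and both were falls, CA_C3558 with -1.66 and CA_C1555 with -1.13. CA_C2703, which rose from 18 to 150 h, had a change of -0.25 from 42 h and of 0.0288 in the scanner values over the same window, and the cause was not tested. Among the single Table 2 genes, 10 of 30 had the other sign from 42 h and 10 of 30 in the scanner values, and 0 of 30 under centring or quantile normalization. The percentile of the list's median among random lists, 97.6, was 98.5 with 102 h as the end point, 99.5 with the lowest of 42 to 150 h, 68.7 from 42 h, 74.3 in the scanner values and 88.2 against all non-control probes. The median itself, 0.11, was -0.08 from 42 h, -0.06 with the lowest of 42 to 150 h and 0.06 in the scanner values.

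The count of genes called between the mature and growth phases was 8. It was 5 with the samples at 6 h only, 17 with hours of culture as a trend (1 rising and 16 falling) and 5 without the dimmest genes (lowest 25%). The Student test of the paper gave 295 genes unadjusted, and 2 after Benjamini-Hochberg adjustment. Leaving out each of the 5 arrays in turn gave 0 to 551 genes, with 0 without 102 h or 150 h (398 and 196 genes at an unadjusted p under 0.05 in limma), 5 without 42 h and 551 without 66 h. An arm of 1 array was then assumed to vary like the other groups. Of the 21 sporulation genes the Student test gave 0, unadjusted or adjusted, where limma gave 14 unadjusted. Of the Table 2 genes it gave 1 unadjusted and 0 adjusted.

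The count between the late and the 6 h samples was 395. It stayed between 362 and 436 under the other background correction, scalings, table and background filter. Under median scaling 61 of 419 calls were higher (14.6%), against 47.8% with the 75th percentile, and the median change of all genes moved from 0.04 to -0.24, so the direction of the smaller changes rests on the scaling. The calls shared with the main setting were 261 under median scaling, 339 with normexp, 347 with quantile normalization and 285 in the deposited table. Quantile normalization gave 41.7% higher. The count was 134 against 102 and 150 h only, which uses fewer arrays. The Student test gave 1095 unadjusted and 143 after adjustment. Over all non-control probes the count was 22, and the cause of this fall was not tested. With the row of the slide as a term, the late samples are set against the 150 h array alone. That array gives no spread of its own, so no count is given for this setting. Leaving out each array in turn gave 18 to 667 genes.

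For the Table 2 genes as a list, no setting passed an adjusted p of 0.05. Between mature and growth phases the adjusted p was 0.130 (0.0535 to 0.283 over the alternatives), towards higher values in each. Between late and 6 h samples it was 0.319 (0.160 to 0.887), towards higher values except in the deposited table, where it was towards lower values with an adjusted p of 0.887.

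Signal over background limits the dimmest genes. At 150 h the probes of CA_C1487 and CA_C3317 were not well above background, and their falls are lower bounds.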

Differences from the paper's values

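For CA_C1522 the paper states a fall of 48-fold, together with CA_C1487, and the matched probe fell by 8.66-fold from 18 to 150 h. Under the alternatives set before the data were examined that gave a value, its fall was between 1.93-fold and 8.99-fold, and none of them comes within 1.5 times the paper's value. For CA_C1487 the value here is a lower bound of 2.54-fold, which alone does not exclude the paper's. Its deposited values fell by 3.95-fold, from a probe that was dim at 150 h. Its log2 value at 18 h was 4.60, and the lowest value in any column was 0.70. A 48-fold fall from 18 h therefore lies outside the range of the deposited values for this probe. The values drawn in Fig. 3, read through the common curve, lay within 0.0152 of the deposited ones for CA_C1522 and 0.0197 for CA_C1487. The 48-fold thus differs from the paper's own figure as read here too. Whether it is printed as meant could not be checked from the sources used here. The paper gives a p-value from a Student test for these genes without naming the samples compared, and with 1 array per time point none was computed here for a change between 2 time points.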

Other observations

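The test of the scale of the values and that of other splits of the arrays were chosen after the results were seen.

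The values drawn in Fig. 3 and listed in Sheet 3 are not the deposited values themselves. Of 11123 pairs of unequal values for Sheet 3 and 15786 for Fig. 3, 0 were in the opposite order once the genes had been matched. For Fig. 3 this leaves out 4 cells at full colour and pairs no more than 2 colour levels apart. This is consistent with another scale of the same array values, though genes matched by a rising curve favour this outcome. The changes from 18 to 150 h in Sheet 3 have the same sign as the deposited ones for 30 of 30 genes and differ by at most 0.126 on the log2 scale. The paper's sheet holds 3 genes with a change of at least 2-fold, against 4 here. It lists the same values for CA_C3136 and CA_C3145, which the paper describes as an elongation factor and a ribosomal protein.

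In the late samples limma called 3 of the Table 2 genes, all higher than at 42 to 150 h. CA_C2703 was higher by 0.91 on the log2 scale (standard error 0.13, adjusted p = 0.0155 from limma), CA_C2704 by 0.90 (standard error 0.14, adjusted p = 0.0188) and CA_P0165 by 0.55 (standard error 0.12, adjusted p = 0.0364), in 3 of 3 late arrays for each. With median scaling the differences were 0.64, 0.63 and 0.27. Adjusted over the list alone, 3 were called higher and 1 lower. As a list, 19 of the 35 splits of the arrays gave a p as small as the real one, so chance cannot be excluded for the shift of the list.

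The genes with the largest changes from 18 to 150 h include some the paper does not name. Leaving out 1 tag whose probe was not well above background at 150 h, the largest fall after that of CA_C2365 was 6.82 on the log2 scale, for SMB_G0801, and SMB_G3346 followed with 6.64. The rises were led by SMB_G1049 with 4.32 and SMB_G1050 with 4.13. With 1 array per time point these were not tested, and the files do not pair these tags with gene names.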
